A study of Mus musculus with 3 samples. Its data were reported in "The CD33 short isoform is a gain-of-function variant that enhances Aβ1–42 phagocytosis in microglia" (2021).

How the data were processed

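Microglia from the brains of 8-week-old mice were profiled with the 10x Chromium 3' platform in 3 libraries, 1 each for Control (wild type), hCD33M and hCD33m, all from the second single-cell experiment of the study. Per the study's methods, mice were perfused with actinomycin D and triptolide, brains were processed cold with anisomycin added, and cells were sorted on CD11b, CD45 and Cx3cr1. The authors aligned the reads to mm10 with Cell Ranger and imported the matrices into Seurat; the submitters' processing notes name mm10 and Seurat, and the annotation release is not given in the sources used here. The deposited files hold counts, the UMIs of each gene in each cell, without normalization. Each file keeps barcodes with over 200 genes and genes seen in at least 3 cells (tested on the files), which left 14240, 14539 and 14667 genes for Control, hCD33M and hCD33m, 13681 of them in every file and 15338 in any file.

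The study's later filter was applied here: over 200 and under 8000 genes, at most 10% mitochondrial UMIs and at least 200 UMIs. It left out 65, 54 and 91 barcodes for mitochondrial share and 5, 0 and 4 for gene number. No doublets were removed in the main analysis. Counts were scaled to each cell's total and log-transformed. Then 2000 variable genes, without the genes of the sex-linked and early response lists, gave 15 principal components (scikit-learn 1.9.0). These gave a graph of 20 neighbours and Leiden clusters at resolution 0.5 (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). The sex-linked list holds Xist, Ddx3y, Eif2s3y, Kdm5d and Uty but not Tsix, so it does not cover every gene that follows sex. Markers for microglia, border-associated macrophages, monocytes and 12 other cell types had been fixed. A cluster took a non-microglial name with at least 3 markers of that type among its top 10 genes by fold, and the microglia-like name with at least 3 microglial markers at a level of at least 0.5 of the average. A cluster with a median UMI count of under 1 in 3 of its own libraries' median and without microglial markers among its top genes stayed unnamed. These naming limits were set after the clusters were seen.

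UMIs were summed over the microglia-like cells of each library and scaled to CPM, the counts scaled by the total of the sum. The total depth of these sums was 19190452 UMIs for Control, 26516061 for hCD33M and 29491743 for hCD33m. Log2 ratios between libraries carry exact 95% intervals from the counts, shares carry Clopper-Pearson intervals, and both cover counting error only. With 1 library per genotype, no test between genotypes was run. Gene lists were described by the median log2 ratio, by its counting range from Poisson redraws of the counts, by the number of members at least 1.5 times apart among those with at least 5 CPM, and by the percentile of the median among 10000 random lists of the same size and expression. The lists covered the study's early response genes, other early response genes, heat shock, homeostatic, disease-associated, inflammatory, interferon, antigen presentation, phagocytosis, lysosome, Siglec and ITIM signalling, iron, cytoskeleton, cell cycle, respiratory chain, mitochondrially encoded, nuclear long RNA, ribosomal protein, sex-linked and targeted-locus genes. Named genes were the 10 highest and 10 lowest log2 ratios of each pair with at least 50 CPM in the higher library. The 5 genes of the sex-linked list were left out of this ranking, while Tsix was kept. Named as well were all members of the study's list and of the targeted loci, and up to 4 members of each other list with its largest and smallest ratios. Some genes that met this rule are not reported here. For shares of cells with a UMI, each cell was thinned to 2000 UMIs and shallower cells were left out. Gene coordinates came from GENCODE vM21 on the same assembly, matched by symbol.

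The groups, comparisons, gene lists, markers, rule for named genes and most alternatives were fixed before the data were examined. Those alternatives were TMM factors (edgeR 4.0.16) and median-of-ratios factors (DESeq2 1.42.0, R 4.3.3), a total without mitochondrial, ribosomal protein and Malat1 UMIs, all kept cells, a stricter filter (1000 genes, 5% mitochondrial), no cell filter, scrublet doublets left out, cells thinned to 2000 UMIs, the top 5% of cells by UMIs left out, minimums of 5 and 50 CPM, list members with at least 50 CPM, resolutions 0.3 and 1.0, thinning to 1000 and 4000 UMIs, and at least 2 UMIs. After the data had been seen, 3 alternatives were added: the top 4% of scrublet scores left out, cluster 8 left out, and clusters 0 and 1 only. Lists of glucocorticoid response genes and p53 targets were also added then, for the closing section, and lists within cluster 8 were read over members with at least 5 CPM, since counts of 0 had been set to 3 in its small sums. The median log2 ratio of all genes with at least 20 CPM was -0.00 for hCD33m over Control, 0.01 for hCD33M over Control and -0.02 for hCD33m over hCD33M.

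The procedure was tested on simulated data, Poisson counts drawn from the pooled rates of each pair of libraries with known folds set. Of 100 genes set 3-fold apart, 100 passed the 2-fold rule for each pair, of 100 set 1.5-fold apart 0 passed, and 0 unchanged genes passed. Of 200 random lists without a set shift, 11, 12 and 5 fell outside the middle 95% for hCD33m over Control, hCD33M over Control and hCD33m over hCD33M. The simulated counts hold counting error only. They do not test variation between libraries or lists of genes that move together. Figures were drawn with matplotlib 3.10.9.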

Results

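Single-cell transcriptomes of brain microglia were collected from 3 genotypes of mice at 8 weeks of age, with 1 library per genotype. The Control library came from wild-type mice, and the hCD33M and hCD33m libraries came from mice carrying a transgene for the long or the short isoform of human CD33, an inhibitory receptor of myeloid cells. Expression of each transgene depended on Cre recombinase placed in the locus of Cx3cr1, a chemokine receptor gene of microglia. Cells had been sorted as CD11b+ CD45low Cx3cr1+. The study's methods describe perfusion with inhibitors of transcription and storage of the brains with an inhibitor of translation added, which limit gene induction during cell isolation, while its results name cold saline for the perfusion. The Control and hCD33M mice were male and the hCD33m mice female, so sex and the hCD33m genotype are the same split of the libraries. There were no replicates: all intervals below cover counting error only, and no value is a test between genotypes. The Control, hCD33M and hCD33m files held 3482, 5100 and 5707 cell barcodes with 21529542, 28387611 and 32572995 UMIs in total. The study's filter left 3412, 5046 and 5612 cells, with median counts of 5436.5, 5078.5 and 5137 UMIs per cell. The barcode totals stated by the study were the same for Control and hCD33M and slightly lower for hCD33m, and its totals after filtering were slightly lower for every library. The median mitochondrial share of the kept cells was 1.89% in Control, 2.09% in hCD33M and 1.79% in hCD33m.

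To ask which cells the sort had delivered, the kept cells of the 3 libraries were clustered together and the clusters named from fixed markers. Cells of the microglia-like class, with P2ry12, Tmem119 and Sall1, made up 87.9% of kept Control cells (95% Clopper-Pearson interval 86.8 to 89.0), 90.2% of hCD33M cells (89.3 to 91.0) and 87.0% of hCD33m cells (86.1 to 87.9). A border-associated macrophage-like (BAM-like) class, with Mrc1, Pf4, Ms4a7 and F13a1, held 2.43%, 2.00% and 2.26% of the cells in the same order. A monocyte-like class, with Plac8, S100a4 and Ly6c2, held 0.528%, 0.456% and 0.499%. Clusters 5 and 6, led by Gm42418 and Lars2 and by Ttr and Cxcl13, stayed unnamed because of their low UMI counts. They held 9.14%, 7.37% and 10.2% of the cells, with median counts of 1589, 1164.5 and 1078 UMIs in the same order. Under a stricter filter (at least 1000 genes and at most 5% mitochondrial UMIs), 918 of these 1257 cells were left out and the other 339 took the microglia-like name. These shares describe cells that passed the CD11b+ CD45low Cx3cr1+ gate and not the brain. The doublet caller scrublet marked 0.117%, 0.0793% and 0.107% of the cells, too few to be taken as working, and no doublets were left out.

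Within the microglia-like class, most Control and hCD33M cells lay in clusters 0 and 1, with 1338 and 918 Control cells and 1543 and 1410 hCD33M cells. The largest hCD33m group was cluster 2, with 1994 hCD33m cells against 61 Control and 101 hCD33M cells. Cluster 2 was led by Tsix, Xist, Tsc22d3 and Ddit4. Fos, Fosb, Dusp1 and Klf4, early response genes that had been kept out of the clustering, were also among its top 10 genes. A cluster mostly of 1 library can reflect that library instead of a cell type. Tsix is not on the sex-linked list, so the sex of the mice may also have set this cluster apart. Cluster 4 was led by the chemokine genes Ccl4 and Ccl3 and by Lpl, cluster 7 by the interferon-induced genes Ifit3 and Isg15, cluster 8 by Cst7, Vcam1 and Cdkn1a, and cluster 11 by the proliferation genes Top2a and Mki67. Cluster 3, with 274 Control, 525 hCD33M and 825 hCD33m cells, had a median of 9700.5 UMIs against 5327.5 in cluster 0. Whether its depth reflects doublets was not tested. All of these counted as microglia-like, and the sums below were taken over 2999 Control, 4550 hCD33M and 4884 hCD33m cells with 19190452, 26516061 and 29491743 UMIs.

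The first comparison asked which transcripts set hCD33m microglia apart from Control microglia. Early response genes are induced quickly and briefly after a stimulus. Transcripts of the 9 such genes listed by the study were more abundant in the hCD33m library. Early response genes outside that list had a median log2 ratio of only 0.11, with 2 of 15 measured members at least 1.5 times higher and 2 lower. Fos (mm10 chromosome 12, 85473890 to 85477273), a subunit of the AP-1 transcription factor, was at 208 CPM (UMI counts scaled to the total of the library) in hCD33m and 87.5 CPM in Control, higher by 1.25 on the log2 scale (95% interval 1.17 to 1.33). Its relative Fosb (chromosome 7, 19302696 to 19310051) was at 138 and 52.0 CPM, higher by 1.40, and Klf2 (chromosome 8, 72319033 to 72321656), a Krüppel-like transcription factor, was at 72.4 and 33.5 CPM, higher by 1.11 (0.98 to 1.24). The other AP-1 subunit gene Jun was higher by 0.40 (0.38 to 0.43), and Egr1, a zinc finger transcription factor, by 0.57 (0.52 to 0.62). All 9 genes that the study named among those marking its early response cluster were higher in hCD33m. Of these, 5 were higher by at least 1.5 times (Fos, Fosb, Klf2, Btg2 and Zfp36l1). The list median was 0.61 (0.59 to 0.64). That median lay above 100% of 10000 random lists matched for size and expression. The study chose these genes in another experiment and looked at them again in these libraries, so the list is not independent evidence. In clusters 0 and 1 alone, which leaves out cluster 2 among others, the median was 0.36 and Egr1 was higher by 0.12. Across the alternatives Btg2 fell as low as 0.35, which is less than 1.5 times.

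Ddit4 and Tsc22d3 lay further apart between these libraries than the genes of the study's list. Ddit4 (chromosome 10, 59949669 to 59951834), a stress-induced inhibitor of mTOR signalling, was at 79.8 CPM in hCD33m and 9.33 CPM in Control, a ratio of 8.55 (log2 3.10, 2.88 to 3.32). Tsc22d3 (X chromosome, 140539528 to 140600659), a glucocorticoid-induced gene, was higher by 1.90 (1.78 to 2.02), and Dusp1 (chromosome 17, 26505590 to 26562128), a phosphatase that inactivates MAP kinases and an early response gene outside that list, by 1.51 (1.37 to 1.66). Rgs1, a regulator of G protein signalling, was higher by 0.94, the uncharacterised E230001N04Rik by 2.43 and the X-linked histone demethylase gene Kdm6a by 0.95. Kdm6a was at 50.6 CPM in this female library, against 26.2 CPM in Control and 31.8 CPM in hCD33M, both male. Its difference may therefore follow the sex of the mice. On the lower side stood Erh (log2 -1.17, -1.28 to -1.06), the chemokine genes Ccl3 (-0.94) and Ccl4 (-0.65), Cx3cr1 (-0.85), Cd180, a receptor that modulates Toll-like signalling (-0.70), Hmgn2 (-0.68), Gm40841 (-0.93), Gm6277 (-0.70) and 0610010K14Rik (-0.65). Of these, Erh, Ccl3, Ccl4, Cx3cr1, Hmgn2 and 0610010K14Rik were also among the lowest ratios of hCD33M over Control. They set Control apart from both transgenic libraries and are not particular to hCD33m. Across the alternatives Ccl3 ranged from -1.48 to -0.91, E230001N04Rik from 1.64 to 2.43 and Tsc22d3 from 1.31 to 1.94. With a minimum of 20 CPM in the higher library, 20 of 6768 genes differed by at least 2-fold, 13 higher and 7 lower in hCD33m. Xist and Tsix on the higher side and Ddx3y and Eif2s3y on the lower side, which follow the sex of the mice, are among them. This count describes these libraries and is not a count of changed genes, and it was 59 with a minimum of 5 CPM and 12 with 50 CPM.

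Among the other gene lists, early response genes not named by the study had a median of 0.11 (0.08 to 0.22, percentile 98.8 of the random lists), with 2 of 15 measured members at least 1.5 times higher (Dusp1 and Klf4) and 2 lower (Ier3 and Myc). This median was -0.03 in clusters 0 and 1 alone. Members of the lists named in this paragraph for passing 1.5-fold were picked out after their values were seen. The heat shock list had a median of 0.19 (percentile 99.8), with Dnaja1 at 0.32, Hspa5 at 0.24 and 1 of 9 members past 1.5-fold (Dnajb1). The inflammatory list lay lower, with a median of -0.35 (-0.39 to -0.21, percentile 0.00) and 3 of 15 members at least 1.5 times lower (Ccl3, Ccl4 and Tnf), while Nfkbia, an inhibitor of NF-kB, was at 0.56. Homeostatic microglia genes had a median of 0.03 (percentile 96.8), with Tmem119 at 0.33, Sparc at 0.22, Crybb1 at -0.21 and only Cx3cr1 among 20 members past 1.5-fold. The interferon list had a median of 0.19 (percentile 99.95), with 4 of 14 members at least 1.5 times higher (Oasl2, Usp18, Ifi27l2a and Cxcl10). Disease-associated microglia genes had a median of 0.03, with 3 of 16 members higher by 1.5 times (Cst7, Itgax and Axl), 1 lower (Lgals3) and Apoe, a lipid carrier, at 0.53. Outside cluster 8, Cst7 was at 11.3 CPM in hCD33m against 13.1 CPM in Control as a whole, Axl at 7.24 against 5.002 CPM and Itgax at 5.92 against 4.27 CPM. Since Cst7 leads cluster 8, this split by itself takes out cells high in Cst7. It cannot tell whether the higher Cst7 was confined to cluster 8. Ribosomal protein genes were lower together, with a median of -0.24 (percentile 0.00), 75 of 81 members below 0 and Rpl35 at -0.63. Ribosomal protein transcripts took 6.64% of microglia-like UMIs in hCD33m, 7.35% in hCD33M and 7.68% in Control. The lists for phagocytosis (0.01), lysosome (0.07), Siglec and ITIM signalling (0.00), iron (0.00), cytoskeleton (-0.07), antigen presentation (-0.04), cell cycle (0.09), nuclear-encoded respiratory chain (-0.03), mitochondrially encoded (0.02) and nuclear long RNAs (0.05) had medians near 0, and Axl of the phagocytosis list was the only member of these lists past 1.5-fold. Of these only the lysosome list, at percentile 99.5, lay outside the middle 95% of random lists.

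The share of microglia-like cells with a Fos UMI was compared at 2000 UMIs per cell, which left out 34 Control, 41 hCD33M and 51 hCD33m cells. It was 12.3% in Control (11.1 to 13.5), 9.85% in hCD33M (8.99 to 10.8) and 23.1% in hCD33m (22.0 to 24.3), and without thinning 24.8%, 20.3% and 40.5%. The level moved with the depth, to 7.64%, 5.48% and 15.1% at 1000 UMIs, and the order of the libraries was the same. At 2000 UMIs, Fosb was seen in 8.20%, 8.85% and 18.95% of the cells, Egr1 in 28.0%, 20.2% and 36.2%, Jun in 72.5%, 70.6% and 81.0%, Klf2 in 5.09%, 5.74% and 10.1%, and Rhob in 84.2%, 81.9% and 89.7%. Without thinning, Fosb was seen in 20.1%, 19.9% and 36.3%, Egr1 in 44.7%, 33.9% and 54.2%, Jun in 90.0%, 88.5% and 93.4%, Klf2 in 11.2%, 11.5% and 19.9%, and Rhob in 98.0%, 97.3% and 99.0%. In BAM-like and monocyte-like cells combined (8, 1 and 8 shallow cells left out), Fos was seen in 22.6%, 27.6% and 31.3% and Klf2 in 20.4%, 24.4% and 36.1% at 2000 UMIs, Fosb in 12.9%, 11.4% and 14.97%, Egr1 in 20.4%, 8.13% and 23.8%, Jun in 66.7%, 62.6% and 65.3%, and Rhob in 52.7%, 39.0% and 66.0%, from median depths of 10045, 8035 and 8648 UMIs against 5582, 5207 and 5303 in the microglia-like cells. These other myeloid cells carry Fos and Klf2 themselves, so no class that lacks the genes was at hand as a background. The shares for Fos and Klf2 in microglia-like cells of every library, and for Fosb in Control and hCD33M, lay below those of the other myeloid cells. Without a background class, no order of the libraries above a background is read from these shares. The CPM values come from the same microglia-like cells and have no background either.

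The next comparison asked whether the long isoform came with a similar profile. The hCD33M library lay closer to Control, and its early response genes were not higher as a group. Fos was at 63.4 CPM against 87.5 CPM in Control (log2 -0.46, -0.56 to -0.37), Egr1 at -0.48 (-0.54 to -0.42) and Jun at -0.22, while Fosb was at -0.02 and Klf2 at 0.13, values that crossed 0 under some alternatives. Btg1 was slightly higher, by 0.09 (0.05 to 0.14). The median of the study's 9 genes was -0.05 (-0.13 to -0.03), inside the middle 95% of random lists, with no member past 1.5-fold. Early response genes not named by the study had a median of -0.17 (percentile 0.00), with Ier2 at -0.46 and Jund at -0.27. The genes with the highest ratios were Gm47283, in the pseudoautosomal region at the end of the Y chromosome assembly (2.00, 1.88 to 2.13), Mid1 at the end of the X chromosome (1.15, 1.02 to 1.28), the sulfotransferase gene Chst1 (0.81), AY036118 (0.79), Rps27rt (0.74), Adap2os (0.73), Gm26740 (0.72), the interleukin-7 receptor gene Il7r (0.69), mt-Nd3 (0.66) and Cd34 (0.66). The lowest ratios belonged to Erh (-0.84), Cx3cr1 (-0.76), Ccl4 (-0.69), 0610010K14Rik (-0.60), Ccl3 (-0.58), Dpm1 (-0.52), Arhgap45 (-0.48) and Hmgn2 (-0.47), besides Egr1 and Fos. With at least 20 CPM, 10 of 6750 genes differed by 2-fold, 6 higher and 4 lower. The count was 31 with a minimum of 5 CPM and 2 with 50 CPM.

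Interferon response genes were higher in hCD33M than in Control. The list had a median of 0.39 (0.29 to 0.51, percentile 100), with 5 of 15 members at least 1.5 times higher (Oasl2, Usp18, Ifi204, Ifi27l2a and Cxcl10, named after their values were seen). Over all kept cells, the median was 0.24. Antigen presentation genes had a median of 0.17 (0.10 to 0.23, percentile 100), with 11 of 12 measured members above 0, H2-K1 at 0.30 and none past 1.5-fold. For hCD33m over Control, H2-K1 was higher as well, by 0.39, while 7 of 12 measured members lay below 0. Mitochondrially encoded transcripts, which also rise in damaged cells, had a median of 0.20 (percentile 100), with 1 of 13 members past 1.5-fold (mt-Nd3), and took 2.32% of the UMIs against 1.98% in Control. Disease-associated genes had a median of -0.09 (percentile 1.08), with Cst7 and Axl higher by 1.5 times, Lgals3 lower and Apoe at -0.31. Across the alternatives Apoe ranged from -0.63 to -0.10. Outside cluster 8, which held 170 of 4550 cells, Cst7 was at 12.5 CPM in hCD33M against 34.8 CPM over all of them, and Axl was at 8.92 CPM. As Cst7 leads the cluster, this split selects on Cst7 and cannot tell whether its rise was confined to those cells. Homeostatic genes had a median of -0.04, with Cx3cr1 alone of 20 members past 1.5-fold, Tmem119 at 0.14 and Fcrls at -0.25. Cell cycle genes had a median of 0.33 (0.07 to 0.50, percentile 99.95) with no measured member past 1.5-fold. Only 8 of the 15 members reached 5 CPM, 6 of them above 0 and 2 below, and the proliferating cluster 11 held 2 Control and 9 hCD33M cells. Ribosomal protein genes had a median of -0.08 (percentile 0.00). The inflammatory list (-0.03, with Il1b higher and Ccl4 lower), heat shock (-0.00), phagocytosis (0.03, with Axl higher), lysosome (-0.01), Siglec and ITIM signalling (0.05), iron (-0.00), cytoskeleton (-0.02), respiratory chain (0.00) and nuclear long RNAs (0.05) stayed inside the middle 95% of random lists.

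**Figure D1:**
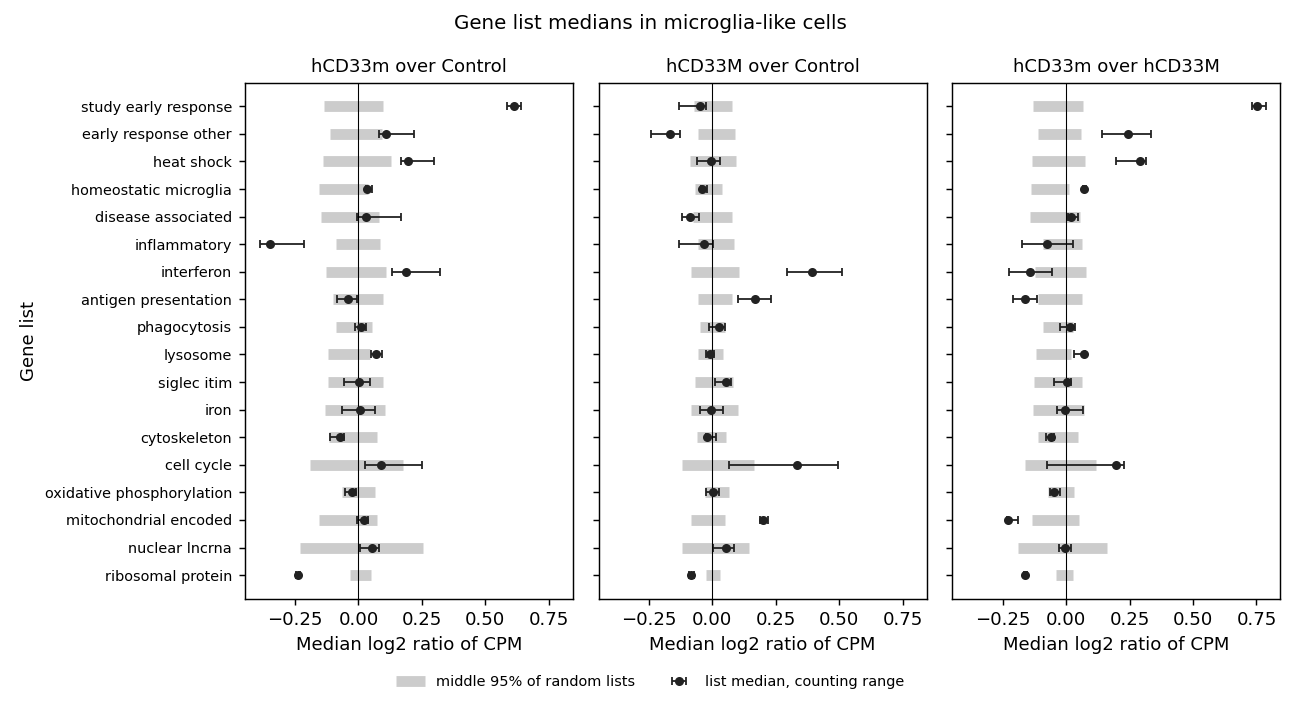
Median log2 ratio of CPM of each gene list in microglia-like cells for the 3 pairs of libraries, with counting ranges. The study's early response list lies at 0.61 for hCD33m over Control, -0.05 for hCD33M over Control and 0.75 for hCD33m over hCD33M.

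Set directly against hCD33M, the hCD33m library again had more transcripts of the study's early response genes. Fos was higher by 1.71, Fosb by 1.42, Egr1 by 1.05, Klf2 by 0.99, Btg2 and Zfp36l1 by 0.75 each, Jun by 0.62, Rhob by 0.46 and Btg1 by 0.32. The list median was 0.75 (0.73 to 0.79, percentile 100), with 7 of 9 genes at least 1.5 times higher. Across the alternatives Btg2 fell as low as 0.56 and Jun as low as 0.49, both less than 1.5 times. Early response genes outside the study's list had a median of 0.24 (percentile 100), with Dusp1 at 1.88, Ier2 at 0.90, 3 of 15 members at least 1.5 times higher and 2 lower (Ier3 and Myc), and the heat shock list a median of 0.29 (percentile 100). Ddit4 (3.16), E230001N04Rik (2.82), Tsc22d3 (1.92), Rgs1 (1.20) and the histone gene Hist1h2ac (1.03) were also among the highest ratios, after Tsix (8.88, with a range of 8.29 to 10.57 across the alternatives). The lowest ratios were those of Gm47283 (-2.29), Mid1 (-1.51), the cytokine gene Tnfsf13b (-1.19), Lsp1 (-0.87), Cirbp (-0.64), Klk8 (-0.58), Gm6277 (-0.57), Cd180 (-0.56) and Ccnd1 (-0.53). Homeostatic genes had a median of 0.07 (percentile 99.99), interferon genes of -0.14 (percentile 0.93), antigen presentation genes of -0.16 (percentile 0.09), ribosomal protein genes of -0.16 (percentile 0.00), mitochondrially encoded genes of -0.23 (percentile 0.00), lysosome genes of 0.07 and cell cycle genes of 0.20, a value set by members under 5 CPM, since 6 of 8 measured members lay below 0, and one that turned negative under 3 alternatives, as the interferon median turned positive in clusters 0 and 1 alone. Apoe, a member of the disease-associated list, was higher by 0.84, with a range of 0.49 to 1.40 across the alternatives. The lists for disease-associated (0.02), inflammatory (-0.07), phagocytosis (0.02), Siglec and ITIM signalling (0.00), iron (-0.01), cytoskeleton (-0.06), respiratory chain (-0.05) and nuclear long RNAs (-0.00) stayed inside the middle 95% of random lists. Past 1.5-fold in the lists of this comparison, named after their values were seen, were also Klf4, Ccl2 and Nfkbia on the higher side and Tnf, Ifit2 and Mcm2 on the lower side. With at least 20 CPM, 23 of 6753 genes differed by 2-fold, 15 higher and 8 lower in hCD33m, among them Xist and Tsix on the higher side and 4 Y-linked genes on the lower side, and the count was 50 with a minimum of 5 CPM.

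The loci used to make the mice and the sex-linked genes were read as a check of the labels. Cx3cr1 (chromosome 9, 119901616 to 120069879) was at 5669 CPM in Control, 3350 CPM in hCD33M and 3152 CPM in hCD33m. It was lower than in Control by a log2 ratio of -0.76 (-0.77 to -0.75) in hCD33M and -0.85 (-0.86 to -0.83) in hCD33m, and the transgenic libraries differed by -0.09 between them. The Rosa26 transcript Gt(ROSA)26Sor (chromosome 6, 113067428 to 113077333), from the locus that received the transgenes, was at 0.22 for hCD33m over Control and -0.14 for hCD33M over Control. Mouse Cd33 (chromosome 7, 43524216 to 43544428) was at -0.13 and 0.05. The files listed neither a human CD33 nor a GFP transcript by name, so the transgenes themselves were not measured here. Xist, the RNA that silences an X chromosome in female cells, was at 2116 CPM in hCD33m, against 3 UMIs in Control and 5 UMIs in hCD33M. Tsix, which overlaps Xist on the opposite strand of the X chromosome, was higher in hCD33m than in Control by 8.42 (7.49 to 9.55, and from 7.64 to 8.59 across the alternatives), and the overlap leaves open which of the transcripts these UMIs came from. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were seen in both male libraries, at 56.1, 56.5, 18.2 and 18.8 CPM in Control, with a median of 0.54 for the sex-linked list of hCD33M over Control, and were not listed in the hCD33m file, which holds genes seen in at least 3 cells.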

Values the study reported

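For its second single-cell experiment, the study reported starting from 3482 Control, 5100 hCD33M and 5705 hCD33m cells, of which 3379, 4991 and 5611 were left after its quality control. In its first experiment, the study placed over 50% of hCD33m cells in a single cluster marked by early response genes, and stated that the genes marking that cluster were also higher in hCD33m microglia of the second experiment.
The first experiment was done on male mice of each genotype. In brain sections of 5 age- and sex-matched mice per group, the study reported a higher density of microglia with Fos transcripts in hCD33m mice than in wild-type mice and only a trend for Klf2. It took this as strong support that the pattern was not an ex vivo artifact.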

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

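Of the tests in this part, those on scaling and depth, on handling, on sex, on doublets and on the other homeostatic genes were chosen after the results were seen, as were the lists of glucocorticoid response genes and p53 targets and every result for cluster 8. The study's early response list was also read in the cells that the comparisons did not use, for hCD33m over Control. Its median was higher in hCD33m by 0.47 (counting range 0.40 to 0.64) in BAM-like cells, by 0.98 (0.54 to 1.302) in monocyte-like cells, of which there were 28 and 18, and which differed in make-up (at resolution 1.0, 21 of the 28 hCD33m cells and 5 of the 18 Control cells fell into a separate cluster), and by 0.61 (0.41 to 0.84) in the unnamed cells. For hCD33M over Control the medians in these classes were 0.03 (-0.21 to 0.13), 0.13 (-0.08 to 0.52) and -0.11 (-0.45 to 0.21).

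The higher values of the study's early response list in the hCD33m library held under the other scalings and at 1 depth. The list median was at least 0.59 there, so depth and scaling cannot account for them. Activation of the cells during handling stayed open: the heat shock median was higher by 0.19, while the inflammatory median was at -0.35. The higher values in BAM-like cells of the library cannot tell an effect on the whole sample from an effect of the transgene. These cells had passed the Cx3cr1+ gate, and the transgene depended on Cre in the Cx3cr1 locus. Their cluster also had a mean microglial marker level of 1870 CPM, so a share of microglial RNA in it was not excluded. The unnamed cells cannot be counted as a separate cell type here. Their clusters 5 and 6 had mean microglial marker levels of 2862 and 3247 CPM, against 3185 CPM in cluster 0. In these libraries the sex of the mice cannot be told apart from the genotype, since the male libraries lay at -0.049 from each other and no male hCD33m library was among them. The study's other experiment on male mice and its staining of brain sections bear on sex and on handling and were not analysed here. The hypothesis of a glucocorticoid response, raised by Tsc22d3 and Ddit4, was tested on other glucocorticoid-induced genes, whose median was 0.25 (-0.04 to 0.33, percentile 99.8), but only 2 of 7 measured members were 1.5 times higher, which left it undecided. An effect of the short isoform itself remains among the open explanations and was not separately tested.

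The cells of cluster 8, which Cst7 and Vcam1 lead, were tested in the transgenic libraries only, since 3 of its cells were from Control against 170 from hCD33M and 173 from hCD33m. How often such cells occur is not compared, because the cluster did not hold when its leading genes were left out. Doublets stayed open in both libraries. The median UMI count was 1.02 times that of other microglia-like cells in hCD33M (bootstrap interval 0.97 to 1.12). In hCD33m the ratio was 1.29 (1.14 to 1.43). The ratio near 1 in hCD33M cannot decide the question, since damaged cells, which may hold fewer UMIs, were not excluded. Damaged cells stayed open too: 48.2% of these cells in hCD33M and 74.6% in hCD33m passed the stricter filter, against 98.4% and 99.0% of the other microglia-like cells, and their median mitochondrial shares were 5.05% and 3.92% against 2.09% and 1.80%. A p53 response, a hypothesis raised by Cdkn1a, stayed open. The median of the p53 target list was 0.32 (0.06 to 0.53, percentile 98.02) in hCD33M and 0.44 (0.04 to 0.55, percentile 99.96) in hCD33m. Members with 0 or 1 UMIs added to the value in hCD33M. Over the 11 members with at least 5 CPM, a reading chosen afterwards, it was 0.19 (-0.11 to 0.38, percentile 97.96) and 0.42 (-0.0034 to 0.53, percentile 99.97). Both lay above most random lists, as the hypothesis needed, but their counting ranges include 0, a condition added afterwards that keeps it open, and 2 members were 1.5 times higher in each library and 2 lower in hCD33M. No biological explanation was tested beyond these.

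Cx3cr1 was lower in both transgenic libraries under every scaling and after thinning, with a log2 ratio no nearer to 0 than -0.74, so scaling cannot account for it. A general loss of homeostatic genes was argued against as well, since the median of the other 19 homeostatic genes was -0.025 in hCD33M and 0.039 in hCD33m. The Cre insertion in a Cx3cr1 allele is a possible biological explanation, and it was not separately tested. It needs Control mice without Cre, and the Cre status of these mice is not given in the sources used here. In the study's phagocytosis and in situ assays, wild-type counterparts carried Cre.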

How the results depend on the processing

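The alternatives added after the data were seen were the top 4% of scrublet scores left out, cluster 8 left out, and clusters 0 and 1 only. No paired analysis was possible because there was 1 library per genotype. Over all alternatives, the median of the study's early response list ranged from 0.36 to 0.62 for hCD33m over Control, from -0.10 to -0.03 for hCD33M over Control and from 0.68 to 0.77 for hCD33m over hCD33M, with its direction kept. Of the values that answer a comparison, 204 stayed within their limits and 30 moved. Of the values for named genes and other lists, 3537 stayed, 447 moved and 5 reversed, meaning that a gene past 1.5-fold or a list outside the middle 95% of random lists changed sign. Genes nearer to 0 that changed sign, such as Lyz2 (0.16 to -0.19 at the lowest for hCD33m over Control, 0.29 to -0.27 for hCD33M over Control), count as moved or stayed. In clusters 0 and 1 only, the study's list was at 0.36 (hCD33m over Control) and 0.68 (hCD33m over hCD33M), the other early response genes turned to -0.032 (hCD33m over Control), and interferon genes to 0.014 and cell cycle genes to -0.10 (hCD33m over hCD33M). Cell cycle genes for that pair also turned to -0.048 after thinning to 2000 UMIs and to -0.12 without the top 5% of cells by UMIs. The cause was not tested. The homeostatic median was -0.055 for hCD33M over Control and 0.092 for hCD33m over hCD33M with TMM, -0.053 and 0.089 with median-of-ratios factors, 0.024 for hCD33m over Control and 0.059 for hCD33m over hCD33M with the reduced total, and 0.064 for the latter after thinning. The cause was not tested beyond the scaling itself. Genes 2-fold apart numbered 59, 31 and 50 for the 3 pairs with a minimum of 5 CPM, and 12 for hCD33m over Control and 2 for hCD33M over Control with 50 CPM, since the minimum sets how many genes are counted. With the stricter filter, microglia-like shares were 97.2%, 97.8% and 97.3% and unnamed shares 0%, 0% and 0% for Control, hCD33M and hCD33m: of 1257 unnamed cells it left out 918, and 339 were renamed microglia-like. At resolution 1.0 the monocyte-like share of hCD33m was 0.125%, since 21 of its 28 cells went to an unnamed cluster led by Ear2, Pglyrp1 and Cybb. The Fos share was 7.64%, 5.48% and 15.1% at 1000 UMIs, 19.7%, 15.9% and 36.0% at 4000 UMIs, and 3.20%, 2.37% and 8.73% for at least 2 UMIs, as fewer or more UMIs per cell set it. Depth limited the monocyte-like class, with 18, 23 and 28 cells, and genes under 5 CPM.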

Other observations

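All results in this part were looked for after the clusters had been seen. In cluster 8, disease-associated microglia genes were higher than in the other microglia-like cells of the same library. Cst7, a member of that list, leads the cluster, and the cells were grouped by their expression. The medians and percentiles therefore describe the cluster and are not an independent test. Over members with at least 5 CPM, their list median was 1.49 in hCD33M and 0.90 in hCD33m (percentile 100 in both), against 1.49 and 0.51 over all members, and antigen presentation genes had medians of 0.63 and 0.47. Lysosomal genes had medians of 0.43 and 0.31, homeostatic genes of -0.46 and -0.31, and mitochondrially encoded genes of 1.08 and 0.95. Interferon genes were lower, with medians of -0.49 and -0.54. Inflammatory genes had medians of 0.35 and 0.24, with a counting range that includes 0 in hCD33m (-0.05 to 0.42). The macrophage gene Mrc1 was at 77.8 CPM in these cells against 3.93 CPM in the rest in hCD33M, and at 55.4 against 7.56 CPM in hCD33m, while Pf4 gave 0 and 1 UMIs. Since cluster 8 was no longer a cluster of its own when the cells were clustered again without its 50 leading genes, its size is not compared between the libraries.

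At 2000 UMIs per cell, microglia-like cells with UMIs of both Cst7, an inhibitor of cathepsins, and Vcam1, an adhesion molecule, numbered 2 of 2965 in Control (0.0675%, 0.00817 to 0.243), 26 of 4509 in hCD33M (0.577%, 0.377 to 0.844) and 16 of 4833 in hCD33m (0.331%, 0.189 to 0.537). Independent detection of the genes would have given 0.0205%, 0.0690% and 0.0353%. Without thinning the shares were 0.5002%, 1.80% and 1.68%, below those of BAM-like and monocyte-like cells combined, at 4.95%, 4.84% and 6.45%, which are deeper cells. At 2000 UMIs, both genes were seen in 0 of 93, 0 of 123 and 1 of 147 of these other cells, where a count of 0 leaves room for 3.23% and 2.44% (3 divided by the number of cells). These other cells were too few at that depth to set a background, so no order of the libraries is read from the shares.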
